A study of Mus musculus with 4 samples. Its data were reported in "Premature aging of skeletal stem/progenitor cells rather than osteoblasts causes bone loss with decreased mechanosensation" (2023).

How the data were processed

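Gene expression was measured by bulk RNA sequencing of bone from 13-week-old wild-type mice. The exercise group ran on a treadmill at medium intensity for 5 weeks from 8 weeks of age, and the sedentary group did not run. Marrow was flushed out, the bones were ground in liquid nitrogen, and libraries of polyadenylated RNA were made by a Smart-seq2 method modified to carry molecular barcodes (UMIs), per the labels. There were 4 libraries, 2 per group. The labels do not say that the libraries of a group came from separate animals, so p-values measure only the spread between these samples, which may be technical.

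The submitters' processing notes name STAR, an aligner, HTSeq, a read counter, and the mm10 mouse genome. The versions, the gene annotation and whether counting used strand are not given in the sources used here. The authors deposited 1 table of estimated counts per gene, not scaled to depth. All 4 columns were matched to a library by name. Values have up to 2 decimals: 596 of the 1175 genes were whole in all 4 columns (tolerance 1e-09) and 579 were not. HTSeq in its default use gives whole counts, and the step that made fractions is not given. Fractions arise when a read is divided between genes, so genes with fractional counts, overlapping genes and members of gene families are uncertain here.

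The table holds 1175 genes, far fewer than a mouse annotation, and each had a higher mean count in exercise than in sedentary libraries. The rule that chose these genes is not given. A column total is therefore not a library total, and true depth is unknown. Whether a gene rose in the whole transcriptome cannot be tested against depth with this table. Counts were scaled by column totals, and each result below is a change in a gene's share of the counts of the listed genes, called its share, printed per 1000000 counts of the table. A lower share of a gene can go with a higher count. Adjusted p-values cover the 1175 listed genes alone and are conditional on the unknown selection. With the column totals the median log2 share ratio over all listed genes was 0.14, and with DESeq2 size factors computed within the table it was 0.04.

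Estimated counts were rounded to whole numbers and fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, exercise over sedentary, two-sided, without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes were also counted at the thresholds of the study's methods, an unadjusted p under 0.05 and an absolute log2 ratio over 0.25. The study applied them with DESeq2. Here they apply to shares within the table, so failing here is not the study's own call. Standard errors of log2 ratios were taken as the absolute log2 ratio over the square root of F. The common biological coefficient of variation was 0.294. A share given as mean ± SD has n = 2 libraries per group. An exact permutation test of 2 against 2 libraries cannot give a p under 0.333, so none was run per gene.

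The table's design was planned for TMM factors and a full set of genes, and the plan gave column totals as the scaling if the table held selected genes. The following choices were fixed before the data were examined: the groups, the tests, 29 gene lists of bone, marrow and neighbouring tissues, the alternatives called planned, and the rule for named genes. That rule took the 12 largest increases and the 12 largest decreases in log2 share ratio among genes with a mean of at least 20 counts and both exercise libraries on the same side of both sedentary ones, passing over gene models without a standard name and pseudogenes. It added up to 4 members with the highest mean count of each list with 5 or more listed members, and genes the study followed (of these, only Zmpste24 was listed). It named 26 genes. Lists with 5 or more members were tested by Fisher's exact test of higher against lower shares, with camera of limma 3.58.1 (preset correlation 0.01) as an alternative. Its fry test asks whether a list's genes change at all, not whether they differ from other genes. The study's supplementary lists of genes raised or lowered in Zmpste24-deficient progenitors were used as gene sets only.

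Alternatives were size factors and the Wald test of DESeq2 1.42.0, TMM factors, limma-voom, low-count filters, the replicate number as a block, leaving out each library, and genes with whole counts only. A gene at under 1 count in the sedentary pair is given against a floor of 3 counts in each sedentary library. Genes with 1 to 3 sedentary counts are given with an exact (Clopper-Pearson) 95% interval of the ratio of pooled shares. Intervals and floors cover counting error only. Permutation tests drew 100000 resamples. Gene coordinates are from GENCODE release M21 on mm10, to which 1163 names matched by symbol, 5 by synonym and 7 not at all. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

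The edgeR fit was tested on simulated data in 10 runs, with counts of the 1175 genes drawn at the table's means, totals and dispersions and 200 genes changed. Scaled by column totals, as the table itself was, the fit recovered 51.6% of 2-fold and 84.6% of 4-fold changes and made 30.8 false calls per run (median 11, range 3 to 215), and 9.83% of unchanged genes had an unadjusted p under 0.05. Scaled by the totals the counts were drawn with, it recovered 53.6% and 83.4%, with 7.1 false calls per run (range 0 to 17) and 5.02% of unchanged genes under 0.05. Scaling by column totals thus added false calls on simulated data, since a change in abundant genes moves the totals. The most abundant gene of the table, mt-Co1, held 8.55% to 11.7% of the counts of a column.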

Results

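Bone RNA of exercised mice was compared with bone RNA of sedentary mice of the same age, to ask which genes respond to treadmill running. The counts of the 1175 listed genes summed to 1160883 in exercise replicate 1, 2680636 in exercise replicate 2, 594856 in sedentary replicate 1 and 516963 in sedentary replicate 2. All 1175 genes had a higher mean count in exercise, by a median of 3.82 times (quartiles 3.21 and 5.38, lowest 2.48), and in 1171 both exercise libraries exceeded both sedentary ones. The median gene stood at 2.15 times the sedentary mean in exercise replicate 1 and at 5.48 times in exercise replicate 2. These ratios hold any difference in depth, so the rest is given as shares of the table's counts.

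The exercise libraries differed from each other far more than the sedentary ones. Across the 1005 genes with a mean of 100 counts or more, the SD of the log2 ratio between libraries was 0.69 for the exercise pair and 0.27 for the sedentary pair, where sampling alone would give 0.08 and 0.18. A chi-square test over whole-count genes gave 59.3 per degree of freedom for the exercise pair and 1.73 (p = 4.66e-23) for the sedentary pair, so neither pair was a single library given again.

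In shares, the RNA-binding protein gene Raver1 and the vinculin gene were higher in exercised bone in both libraries. Raver1 (chromosome 9, 21074158 to 21092008) rose from 42.9 ± 3.14 to 598 ± 44.7 counts per 1000000 (SD, n = 2 each), a log2 share ratio of 3.79 ± 0.20 (SE, edgeR adjusted p = 0.003935). Vcl, which encodes vinculin, a protein that ties integrin adhesions to actin (chromosome 14, 20929398 to 21033676), stood at 144 ± 4.99 in sedentary and 1561 ± 1058 in exercised bone, a log2 share ratio of 3.44 ± 0.54. It passed the study's thresholds in edgeR but not adjustment (adjusted p = 0.1417), and its log2 share ratio was 2.50 without exercise replicate 2. Both genes have fractional counts, and Raver1 lies over another gene on the same strand.

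Only 4 of the 1175 genes passed an adjusted p of 0.05 in edgeR, all higher in exercise. Besides Raver1 these were Erdr1 (log2 2.16 ± 0.20, adjusted p = 0.02085), Gm49909 (1.67 ± 0.14, adjusted p = 0.01997) and Gm13835 (adjusted p = 0.02085), the last 3 named after their values were seen. Gm13835 was at 0 in both sedentary libraries and at 273.96 and 888.52 counts in the exercise libraries, at least 52.3-fold higher in share. All 4 have fractional counts. On simulated data with 200 genes changed in both directions, the same scaling gave a mean of 30.8 false calls per run (median 11). That is no matched error rate for this table. With the DESeq2 Wald test 36 genes passed, with limma-voom 0, and without either sedentary library 0, while 651 passed without exercise replicate 1 (450 higher and 201 lower) and 318 without exercise replicate 2 (202 higher and 116 lower).

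At the study's thresholds 133 genes had a higher share and 1, Iqgap1, a lower one in edgeR, in all 11.4% of the listed genes. Only genes with higher counts in exercise were listed, which left lower shares little room. The split is therefore partly set by the listing. The call of Iqgap1 was lost when either sedentary library was left out. On simulated data with the same fit and scaling, 9.83% of unchanged genes had an unadjusted p under 0.05, against a nominal 5%. The simulation raised and lowered genes alike, unlike this table, so that value is only a guide. With DESeq2 size factors the split was 121 to 21. The total of 134 became 650 without exercise replicate 1 (467 higher and 183 lower) and 361 without exercise replicate 2 (239 higher and 122 lower), so the nearly one-sided split was lost. It became 47 without sedentary replicate 1 and 44 without sedentary replicate 2, all higher. Both exercise shares lay above both sedentary shares in 423 genes and below in 189, together 52.1% of the genes. The 33.3% that chance gives holds for libraries that could be exchanged, and every gene was listed with a higher mean count in exercise, so it is no baseline for these genes.

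Among the 12 largest increases named by rule, several genes had few or 0 counts in the sedentary libraries. Pakap, Prr14l, Zfp91, Cxxc5 and Lrch3 have fractional counts and lie over another gene on the same strand. How reads were divided between genes may therefore affect their values, which was not tested for each gene. Pakap had 0.01 and 0 sedentary counts and Prr14l 0 in both libraries, and their shares in exercise were at least 9.97-fold and 3.97-fold higher. For Prr14l, with 7.75 and 97.41 exercise counts, this bound rested on exercise replicate 2, and with replicate 1 alone it was 1.23-fold. Zfp91 had 3.11 and 0 sedentary counts, against 23.35 and 1375.75 in exercise, a pooled share ratio of 135 (95% counting interval 46.1 to 655), and a log2 share ratio of 2.81 without exercise replicate 2, against 6.60 with it. Cxxc5, a regulator of Wnt signalling, had a pooled ratio of 44.0 (7.78 to 1749), and the heavy chain segment Ighv9-3 one of 27.5 (9.31 to 134). Lrch3 had a log2 share ratio of 4.46 ± 0.93, the innate RNA sensor Tlr8 of 3.58 ± 1.16, and the adhesion molecule Ceacam1 of 3.37 ± 0.81. The kappa segments Igkv12-46 and Igkv8-30 stood at 3.80 ± 1.35 and 3.37 ± 1.04. Several of these values moved by over 1.5 times without 1 exercise library. Without exercise replicate 1, the ratios of Igkv12-46 and Igkv8-30 were 0.71 and 2.19, and without exercise replicate 2 those of Ighv9-3, Tlr8, Ceacam1 and Lrch3 were 1.99, 1.58, 1.74 and 3.03, so that Igkv12-46 and Ighv9-3 no longer passed. The 3 immunoglobulin segments, Zfp91, Lrch3, Tlr8 and Ceacam1 did not pass with limma-voom. When either sedentary library was left out, the 3 segments and Prr14l did not pass, nor did Tlr8 without sedentary replicate 1 and Cxxc5 without sedentary replicate 2. Without sedentary replicate 1 Cxxc5 and Zfp91 stood against a sedentary count of 0, so no ratio is given. All 12, with Raver1 and Vcl, passed the study's thresholds in edgeR, and of them Raver1 alone passed adjustment.

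**Figure D1:**
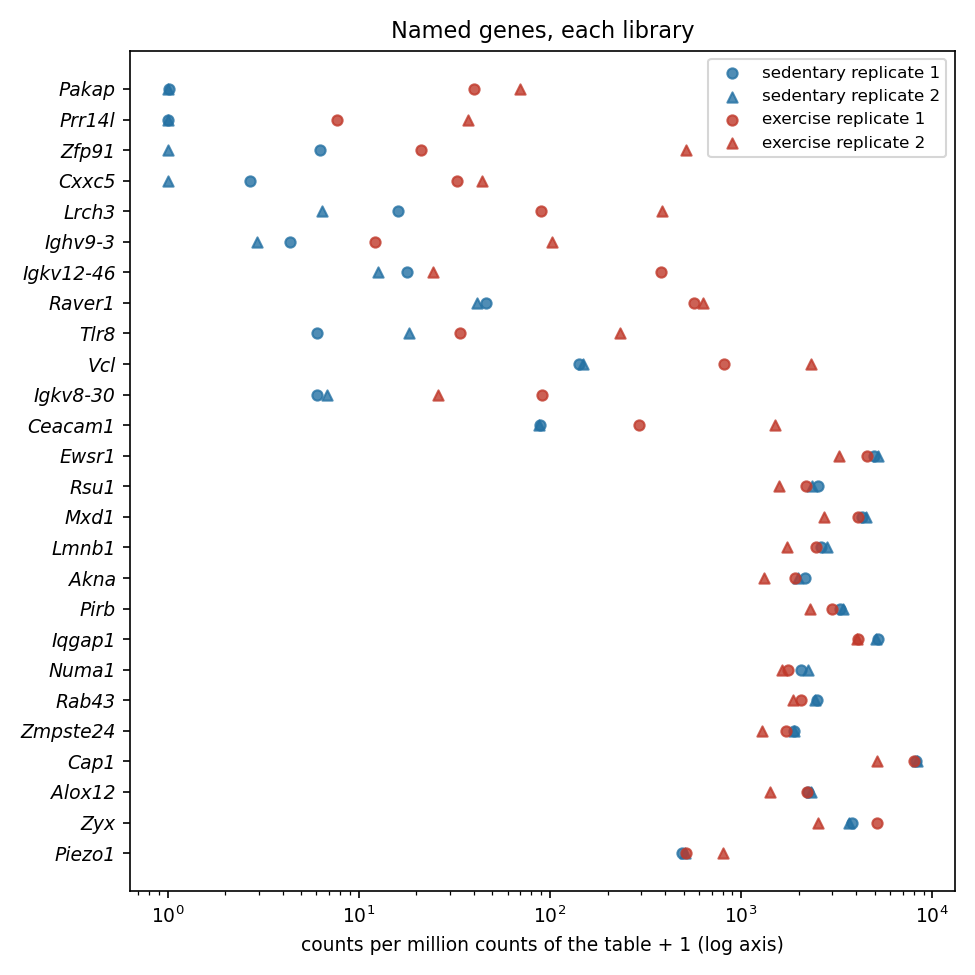
Share of each named gene in each library, in counts per 1000000 counts of the table plus 1 on a log axis. Circles are replicate 1 and triangles replicate 2, and Vcl stands apart from its sedentary values in both exercise libraries, while genes from Ewsr1 to Alox12 lie close together.

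The 12 genes with the largest decreases in share changed little. Every listed gene had a mean count at least 2.48 times higher in exercise, so no share could fall far in this table. They ranged from a log2 share ratio of -0.38 ± 0.20 for the RNA-binding protein gene Ewsr1 to -0.32 ± 0.24 for the lipoxygenase gene Alox12. Iqgap1, a scaffold of the cytoskeleton, had a lower share (log2 -0.34 ± 0.13, edgeR adjusted p = 0.4176), and it did not pass the study's thresholds when either sedentary library was left out. The nuclear lamina gene Lmnb1 (log2 -0.36 ± 0.20) and Zmpste24, the protease that matures lamin A and whose loss the study used as an ageing model (log2 -0.33 ± 0.18), did not pass in edgeR. Ewsr1, Rsu1, Mxd1, Akna, Pirb, Numa1, Rab43, Cap1 and Alox12 did not pass either. Ewsr1, Pirb, Numa1 and Rab43 did pass those thresholds with the DESeq2 Wald test, and Numa1 and Rab43 also with DESeq2 size factors. Without exercise replicate 2 the log2 share ratios of Numa1 and Rab43 were -0.28 and -0.26. Those of all 12 then ran from -0.33 for Iqgap1 to -0.03 for Alox12, with Zmpste24 at -0.14 and Lmnb1 at -0.13. Without exercise replicate 1 those of all 12 ran from -0.69 for Cap1 to -0.35 for Iqgap1. Such fits hold 1 exercise library and do not measure the spread between exercise libraries. All 12 had more counts in exercise, for example Zmpste24 with 1996 and 3454 against 1127 and 973.

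Genes of mechanosensing and YAP signalling were the best represented of the 29 fixed lists, with 7 of 28 members listed. Shares were higher in 6 and lower in 1, with no detectable difference from other listed genes (Fisher's exact test, two-sided, p = 0.4323; only this list had 5 or more members). Vcl alone passed the study's thresholds in edgeR. Without exercise replicate 1 the log2 share ratio was 0.69 for Piezo1 and -0.63 for Lmnb1. Without exercise replicate 2 it was 0.04 for Piezo1 and -0.13 for Lmnb1. For Zyx it was -0.57 without exercise replicate 1 and 0.46 without exercise replicate 2. Vcl was the 1 member with an adjusted p under 0.05 when adjusted over the list alone, against 0 over all 1175 genes in edgeR. The mechanically gated channel gene Piezo1 had a log2 share ratio of 0.41 ± 0.25, Pkd1 of 0.52 ± 0.23, the nuclear envelope linker gene Syne2 of 0.53 ± 0.26, Sun1 of 0.06 ± 0.18 and Zyx, which encodes the focal adhesion protein zyxin, of 0.03 ± 0.33. With DESeq2 size factors or TMM the split was 4 to 3, Zyx being among those that turned. Camera gave p = 0.5669 with the preset and p = 0.6569 with an estimated correlation.

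Of the other fixed lists, 16 had 1 to 4 members and 12 had 0 among the genes analysed here, the latter including osteoblast and bone matrix, chondrocyte, skeletal progenitor and skeletal muscle genes. No member of these 16 lists passed the study's thresholds on shares in the edgeR fit of all 4 libraries. All of these members were listed with higher counts in exercise, so this is no test of that rise. Sost, the osteocyte inhibitor of Wnt signalling, had a log2 share ratio of 0.09 ± 0.15, negative with DESeq2 size factors or TMM. The proliferation genes Kif23, Hmmr, Cdca8 and Bub1b had ratios of -0.23 ± 0.13, -0.17 ± 0.22, -0.26 ± 0.16 and 0.05 ± 0.14. Of the B lymphocyte genes, Ighm stood at 41148 and 9160 counts per 1000000 in exercise replicates 1 and 2, against 20194 and 20392 in sedentary bone, a log2 share ratio of 0.31 ± 0.64. The others, Cd22, Pax5 and Rag1, had ratios of -0.08 ± 0.16, -0.16 ± 0.17 and 0.19 ± 0.45. The erythroid genes Epb42 and Sptb had ratios of -0.24 ± 0.18 and -0.28 ± 0.14, and the granulocyte genes Csf3r and Padi4 of 0.25 ± 0.14 and 0.19 ± 0.22.

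**Figure D2:**
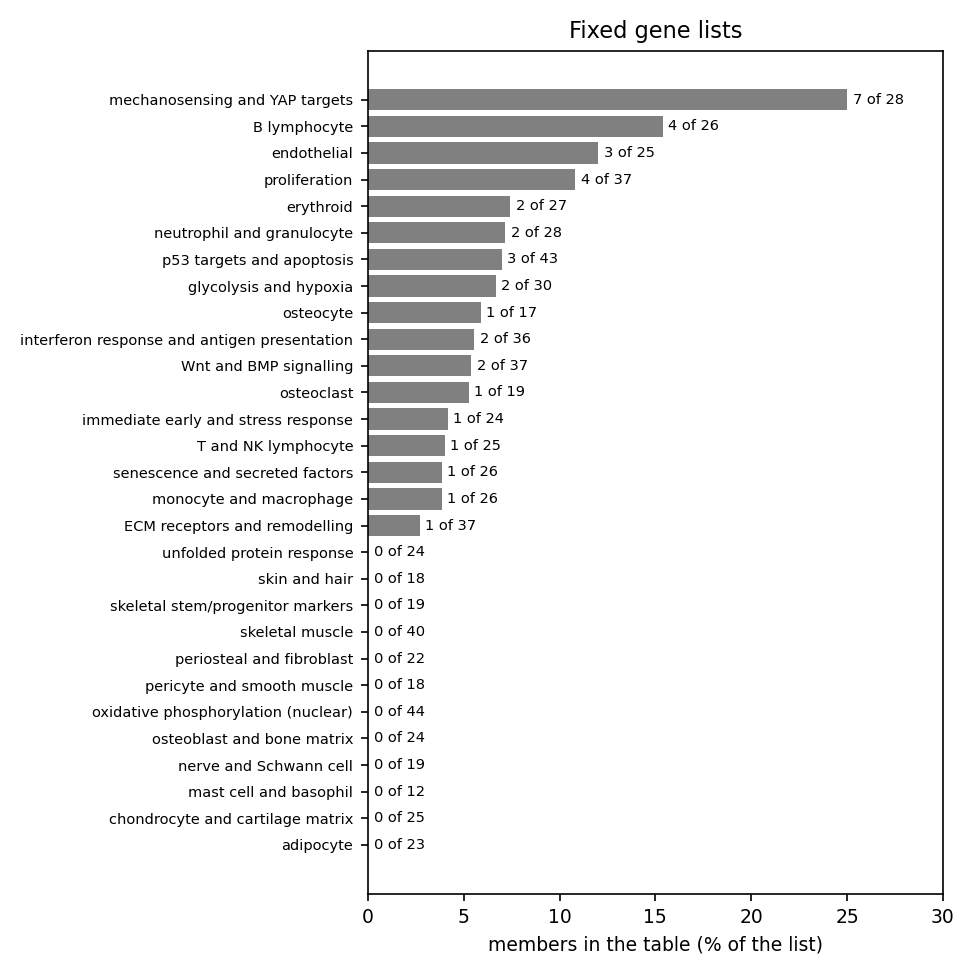
Percent of each fixed gene list that was among the genes analysed here, with the number of members beside each bar. Mechanosensing genes reach 25%, B lymphocyte genes 15.4%, and 12 lists 0%.

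The study set genes changed in Zmpste24-deficient growth plate progenitors (gpSSPCs) against genes changed in exercised bone. Of 359 genes lowered in gpSSPCs, 21 were listed as higher in exercise counts, among them Cdk6, Cited2, Dicer1, Kdm2b and F5. Of 424 genes raised in gpSSPCs, 23 were listed as higher as well, among them Dnmt1, Mdm4, Jak1 and Vgll4. The shares of 5.85% and 5.42% did not differ detectably (odds ratio 1.08, 95% interval 0.559 to 2.09, Fisher's exact test, two-sided, p = 0.8766). Within the table, 12 of the 21 and 13 of the 23 had a higher share (Fisher's exact p = 1). At the study's thresholds 5 of the lowered genes (F5, Gigyf1, Iqsec1, Kdm2b and Zfp91) and 3 of the raised genes (B230219D22Rik, Csf2ra and Vgll4) passed, all with a higher share. These are calls on shares within the table. They neither repeat nor test the study's own calls of genes higher after exercise. The transcription cofactor gene Vgll4 had a log2 share ratio of 1.75 ± 0.45 and the histone demethylase gene Kdm2b of 1.04 ± 0.22. Their number of 8 became 27 without exercise replicate 1, of which 18 had a higher share, and 16 without exercise replicate 2, of which 8 did. With DESeq2 size factors 7 of 9 and with TMM 7 of 8 had a higher share. The number was 3 without sedentary replicate 1 and 2 without sedentary replicate 2. Genes with lower counts after exercise were not analysed here. Cdkn1a, which the study singled out among genes changing in opposite directions in gpSSPCs and exercised bone, was not listed.

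**Figure D3:**
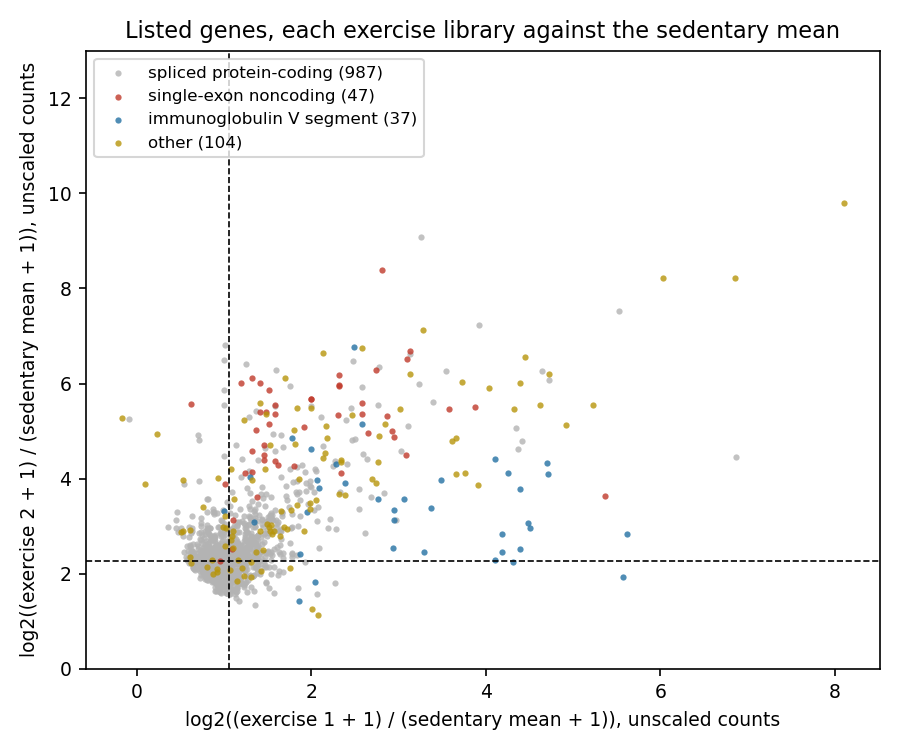
Log2 ratio of counts plus 1 over the mean sedentary count plus 1, unscaled, for exercise replicate 1 (x axis) and exercise replicate 2 (y axis), 1 point per gene. Dashed lines mark the ratios of column totals, and most of the 47 single-exon noncoding genes lie above the horizontal line.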

Values the study reported

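The study reported 64 genes that were higher in prematurely aged gpSSPCs and lower in bone after exercise, and 22 genes with the reverse pattern.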

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

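The whole-count subset, TMM and bounds with 1 exercise library were chosen after the result was seen, and the other alternatives were planned. Genes past an adjusted p of 0.05, 4 in the edgeR analysis, numbered 36 with the DESeq2 Wald test, 12 with the replicate block, and 0 with limma-voom (68 at the study's thresholds) or in the 596 whole-count genes with edgeR (42 at those thresholds), and 0 to 651 with each library left out. Genes at the study's thresholds, 134 in edgeR, ranged from 44 to 650 with each library left out. Leaving out a library leaves 1 sample in a group, assumed to vary like the pair of the other group. The sedentary pair varies little, which goes with the high counts when an exercise library is left out. All 4 adjusted calls were also called under DESeq2 size factors, TMM, the Wald test and the replicate block. No pairing of libraries by replicate number was seen (correlation across genes of deviations -0.08). With 1 difference per group, that value cannot exclude a pairing. The replicate block gave 120 genes at the study's thresholds. The gpSSPC-lowered genes listed, 21, were 11 among whole-count genes, which are fewer, and 82 with pSSPC lists, which are longer. Zyx turned from a log2 share ratio of 0.03 to -0.053 with DESeq2 size factors, -0.052 with the Wald test, -0.059 with limma-voom, -0.056 with the replicate block and -0.042 with TMM, and lay between -0.570 and 0.456 with each library left out (lowest without exercise replicate 1, highest without exercise replicate 2), and the cause was not tested. The mechanosensing list's direction had p = 0.09394 in a permutation matched on mean count, and fry, which tests the list against no change and not against other genes, gave p = 0.1006, or 0.1434 mixed. Of the 26 named genes, 7 lost an unadjusted p under 0.05 with limma-voom, 2 with the replicate block (Prr14l and Iqgap1), 6 without sedentary replicate 1, 6 without sedentary replicate 2, 1 without exercise replicate 1 (Igkv12-46) and 1 without exercise replicate 2 (Ighv9-3), while 4 gained one with the DESeq2 Wald test, 2 with DESeq2 size factors, 1 with TMM and 1 among whole-count genes (both Numa1), 13 without exercise replicate 1 (Zyx with its direction turned) and 7 without exercise replicate 2. Neither low-count filter moved a count past 1.5 times. Unknown library totals limit every direction given as a share.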

Other observations

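The tests of low counts, of 1 depth factor, of fractional counts, of how often list members were listed, of the direction of pSSPC genes, and the immunoglobulin and platelet groups were chosen only after the result was seen. The 37 listed immunoglobulin V segments, which encode antibody variable regions and belong to a family of near-identical genes, all had a higher share in exercised bone, under column totals, DESeq2 size factors and TMM, with a median log2 share ratio of 2.03. Of all 1175 listed genes, 753 had a higher share under column totals. Both exercise shares exceeded both sedentary ones in 27 of the 37 segments and 14 of the 24 kappa segments, against 423 of the 1175 listed genes. The 16.7% that chance gives is no baseline here, since genes were listed with higher exercise counts. At the study's thresholds 9 passed in edgeR. Their summed share was 7112 and 2933 counts per 1000000 in exercise replicates 1 and 2, against 2330 and 2444 in sedentary bone. The 24 kappa segments summed to 6628 in exercise replicate 1 but 2414 in replicate 2, while the 13 heavy chain segments reached 485 and 519, against 118 and 86.4. The B lymphocyte genes Cd22, Pax5, Rag1 and Ighm had log2 share ratios of -0.08, -0.16, 0.19 and 0.31.

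Of 20 megakaryocyte and platelet genes, 5 were listed, the list having been written after some of them were seen. Tubb1, the platelet beta-tubulin gene, had a log2 share ratio of 2.13 ± 0.40 and the platelet adhesion receptor gene Gp1ba of 0.93 ± 0.17, and both passed the study's thresholds in edgeR without passing adjustment over all listed genes. The exercise libraries differed widely for Tubb1, with 660 and 3326 counts and a share of 905 ± 475 (SD), against 208 ± 22.7 in sedentary bone. Zfpm1, Selp and Vwf had ratios of 0.47 ± 0.23, 0.23 ± 0.27 and -0.23 ± 0.18. The apolipoprotein gene Apoa2 had 7 and 323 counts in exercise replicates 1 and 2, against 7 and 8 in sedentary bone.

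Genes with the highest share ratios often had fractional counts: 70.3% of the top 10% against 46.9% of the rest. Low sedentary counts argue poorly as the cause, since the odds ratio was 3.339 (95% interval 2.08 to 5.48, Fisher's exact test) among genes with a mean of 20 or more sedentary counts. Reads shared between overlapping genes may contribute, since spliced protein-coding genes in the top 10% lay over another gene on the same strand more often than the rest, 45.5% against 33.8% (odds ratio 1.632, 95% interval 1.05 to 2.54, Fisher's exact p = 0.0259). A response of these genes to exercise stays open, as untested.

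Single-exon noncoding genes, many of them intronic or unspliced, were highest in exercise replicate 2, with 46 of 47 higher there than in replicate 1 in share. Their median ratio of replicate 2 to replicate 1 lay 1.723 (log2) above that of protein-coding genes, a value that restates the pattern and has no independent test, though 1 depth factor would move both classes alike. Against coding genes matched on mean count an excess of 0.8686 remained (sign-flip permutation p = 1e-05, the smallest the resamples can give). It was smaller than the unmatched 1.723, so low counts may account for part of the pattern but not for the remaining excess. The 47 genes come from 1 pair of libraries and are not independent replicates. Unspliced nuclear RNA in exercise replicate 2 may be a source, but the test did not decide. The listed single-exon genes lay inside coding gene bodies at an odds ratio of 1.267 against others of their classes (95% interval 0.678 to 2.43, Fisher's exact p = 0.463). The bound set beforehand would have counted this against the explanation, but its interval also holds a clear excess. Since the pattern separates the exercise libraries, no biological explanation was tested.

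Listed genes had a large exonic length, taken as the bases covered by the exons of all annotated transcripts of a gene. Among coding members of the fixed lists the median exonic length was 6020 bases in 34 listed and 3232 in 708 others, a ratio of 1.862 (permutation p = 4e-05), and longer genes were also relatively higher in exercise replicate 2 than 1 (Spearman's rho across 994 genes, which are not independent replicates, 0.2867, permutation p = 1e-05). Within the listed coding genes, however, the exercise over sedentary share ratio did not rise with length (rho -0.08), so whether a length-dependent difference between libraries shaped the list stays open, as does the 25% of mechanosensing genes listed, against 3.84% of other fixed-list genes (Fisher's exact p = 0.0001436). Genes lowered in Zmpste24-deficient periosteal progenitors (pSSPCs) were listed more often than raised ones, 8.31% against 5.07% (odds ratio 1.70, Fisher's exact p = 0.009674), but not detectably so among whole-count genes (odds ratio 1.55, 95% interval 0.929 to 2.64, p = 0.09476). In share, 50 of the 82 lowered and 14 of the 38 raised genes were higher (Fisher's exact p = 0.0182), and 39 and 8 with DESeq2 size factors (p = 0.008466). Among whole-count genes 28 of 50 lowered and 9 of 25 raised genes were higher, with no detectable difference (Fisher's exact p = 0.1422). Within 4 classes of exonic length of equal size the odds ratio of being listed was 1.465 (95% interval 0.976 to 2.20), so length and a link to exercise cannot be told apart for these genes because the interval spans both outcomes. An effect of exercise on long genes stays untested.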
